A study of Mus musculus with 8 samples. Its data were reported in "METTL3-mediated chromatin contacts promote stress granule phase separation through metabolic reprogramming during senescence" (2024).

How the data were processed

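ATAC-seq (an assay in which a transposase cuts accessible chromatin and the cut ends are sequenced) was performed on whole liver of male C57BL/6 mice. Per the labels, 4 mice were used, 2 aged 6 months (young) and 2 aged 23 months (aged), and 2 technical libraries were made from each mouse. The 8 libraries were grouped by the age in their labels. Replicates 1 and 2 of each age are the libraries of one mouse, and replicates 3 and 4 are those of the other.

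One peak list per library was analysed, so peaks had been called by the authors in each library separately and not on pooled reads. Each line gave a chromosome, a start, an end and the fold enrichment of the peak, a ratio computed by the authors' peak caller from that library alone. The fold was used here only to describe, rank or filter peaks within its own list, apart from the stricter threshold below, which was set on all lists pooled. The names of the deposited lists give MACS2 as the caller, while the methods of the study name HOMER for these libraries. The version and the threshold are not stated. The lists held chromosomes 1 to 19, X and Y, and no peak overlapped another of the same list. Read totals were not used here. Between 22.3% and 24.1% of the fold values of a list were whole multiples of a step of about 0.4296. The step differed between the 8 lists by 0.0184% of its mean. In a fold written by MACS2, (pileup + 1)/(background + 1), such a step is set by the genome-wide background, the product of read number and fragment length over the genome size. If the lists were made that way, this background differed between them by 0.0322%, so read number times fragment length was about equal. The number of reads and the fragment length are themselves unknown.

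The genome build of the lists was checked against the GRCm38 (mm10) assembly, which the methods of the study name for these libraries. In each of the 8 lists peaks lay past the GRCm38 ends of 9 chromosomes, and 3589 of the 469408 peaks did so, 2316 of them on chromosome 7. In young replicate 1, 3.46% of peaks had their midpoint within 1 kb of a GRCm38 protein-coding start site, against 2.30% to 2.85% after shifts of 20 to 100 kb. The lists are therefore not on GRCm38. The methods of the study name mm9 and MACS2 in the section on another data type, and whether that text covers these lists is not stated, so their build is left open here. Coordinates are printed as the lists give them, and whether their starts count from 0 or 1 is not stated, which leaves 1 bp open. They were not converted. Annotation of the peaks to genes and promoters, including that of Hk2, the promoter shares of peaks and of age-specific sites, and the nearest genes of named sites were planned and were not analysed here for that reason.

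Peaks of all 8 lists that overlapped or touched were merged into sites. A site was called aged-only when each of the 4 aged libraries and none of the 4 young libraries had a peak in it, and young-only in the opposite case. The sites considered were those with a peak in all 4 libraries of at least 1 age, after the rule in the study. The authors tested raw read counts with DESeq2; peak lists hold no counts, so that test was not used here. Overlap of 2 lists was measured as the Jaccard index, the base pairs covered by both divided by those covered by either. Among the age-specific sites, the 5 of each direction were named that had the highest value of the lowest within-list fold percentile over their 4 libraries, a rule set before the data were examined.

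The mouse was the unit of replication. Values of the technical libraries were averaged per mouse, and ages were compared by exact two-sided permutation tests over the 6 arrangements of the 4 mice, whose smallest p is 0.333. In these permutation tests no difference between ages can therefore pass a threshold of 0.05. With libraries as replicates there are 70 arrangements and the smallest p is 0.0286, but technical libraries of a mouse are not independent. Counts of age-specific sites were compared with the counts under all 35 splits of the 8 libraries into 4 and 4, of which 3 keep each mouse whole. P-values of the 3 measures per library were adjusted by the Benjamini-Hochberg method. Intervals of shares are 95% Wilson intervals and cover counting error only.

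The alternatives were libraries as replicates, mice paired by their number, lists of equal size (the 56423 peaks of highest fold in each list, ties broken at random), a stricter fold threshold of 5.69 (the median of all peaks pooled), other overlap rules, merging of peaks up to 200 bp apart, autosomes alone, and leaving out each library. Merging up to 1000 bp apart and a fold at or above the list median were added after the data had been seen. The functions were tested on simulated lists with 69328 sites, in which 157 of 157 aged-only and 366 of 366 young-only sites were recovered. The work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and mitochondrial sequence was aligned to GRCm38 with blastn 2.17.0.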

Results

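To examine how chromatin accessibility in the liver differs between young and aged mice, the ATAC-seq peak lists of 8 libraries were compared. They came from 2 mice aged 6 months and 2 mice aged 23 months, with 2 technical libraries per mouse. The young libraries held 59751, 61371, 61423 and 57827 peaks (replicates 1 to 4). The aged libraries held 58068, 57461, 57084 and 56423 peaks.

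The number of peaks per library was 60093 ± 662 in young mice (SD, n = 2 mice) and 57259 ± 715 in aged mice (SD, n = 2 mice). The difference of -2834 peaks, or -4.72%, had an exact two-sided permutation p of 0.333, the smallest that 4 mice allow. With libraries as replicates the exact permutation p was 0.0571. The 2 technical libraries of young mouse 2 differed by 3596 peaks, more than the ages did, and those of young mouse 1 by 1620. The technical libraries of the aged mice differed by 607 and 661 peaks. Of the alternatives tried, leaving out young replicate 3 moved the difference most towards 0, to -1935 peaks, and leaving out young replicate 4 moved it most away, to -3733 peaks.

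Peaks covered 30.8 ± 0.0485 Mb of the genome in young mice (SD, n = 2 mice) and 28.3 ± 0.247 Mb in aged mice (SD, n = 2 mice), a change of -8.19% (exact permutation p = 0.333). The mean peak width was 512 ± 6.41 bp in young mice (SD, n = 2 mice) and 494 ± 1.85 bp in aged mice (SD, n = 2 mice), again with an exact permutation p of 0.333. With libraries as replicates, both measures had an exact permutation p of 0.0286, the smallest of 70 arrangements, and 0.0429 after Benjamini-Hochberg adjustment over the 3 measures. Every aged library covered less of the genome and had a lower mean width than every young library.

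**Figure D1:**
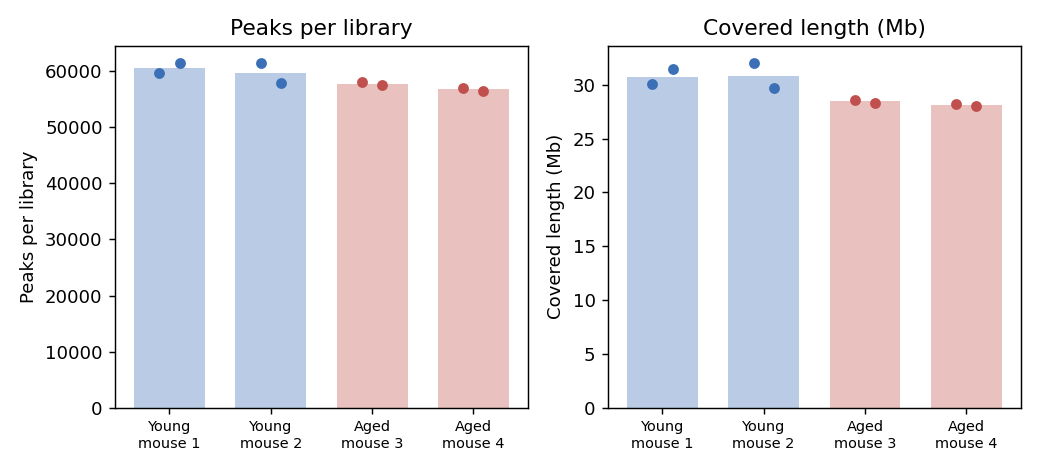
Peaks per library (left) and covered length in Mb (right) for each mouse; bars are the means of a mouse and points are its 2 technical libraries. The aged libraries cover at most 28.6 Mb and the young libraries at least 29.7 Mb.

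To ask whether peak sets differed more between ages than between mice of one age, the Jaccard index was computed for all 28 pairs of libraries. Technical libraries of one mouse had an index of 0.694 and 0.693 in the young mice and 0.672 and 0.679 in the aged mice. Libraries of different young mice had a mean of 0.685 (0.681 to 0.692 over 4 pairs). Libraries of different aged mice had a mean of 0.663 (0.659 to 0.665), and libraries of different ages a mean of 0.660 (0.654 to 0.665 over 16 pairs). Within each age, both pairs of technical libraries of a mouse were more similar than each of the 4 pairs of different mice. The ranges of pairs of different aged mice and of pairs of different ages overlapped. Technical libraries of one aged mouse were also less similar than those of one young mouse. The index therefore mixes differences between libraries of a mouse with those between mice. The overlap does not show that aged mice were as far from each other as from young mice. Over both ages, pairs of different mice within an age exceeded pairs between ages by 0.0139. In the other 2 splits of the 4 mice this difference was -0.00565 and -0.00822, so the split by age gave the highest of 3 values. Without young replicate 3 the difference was 0.00782.

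**Figure D2:**
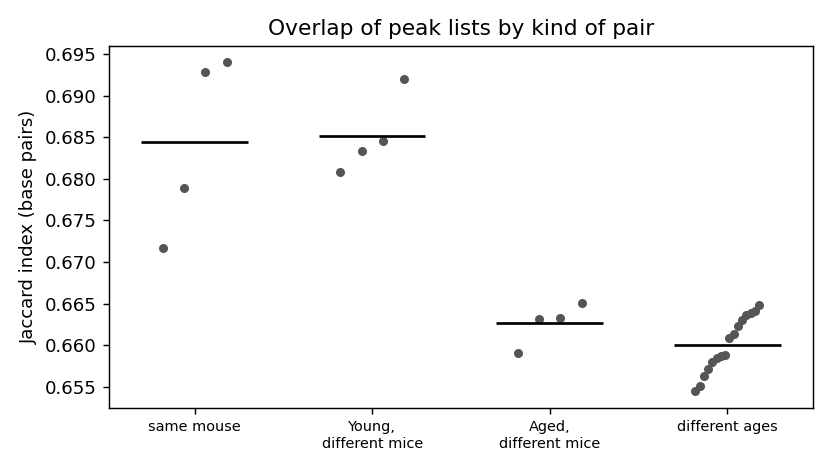
Jaccard index in base pairs for each of the 28 pairs of libraries (points) by kind of pair, with the mean of each kind (lines); the vertical axis starts above 0. The range of pairs of different aged mice overlaps that of pairs of different ages, and pairs of different young mice lie above both.

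The peaks of all lists merged into 82508 sites. Of these, 37504 (45.5%) had a peak in all 8 libraries and 14375 in a single library. All 4 young libraries had a peak in 43891 sites and all 4 aged libraries in 40511, which left 46898 sites with a peak in all libraries of at least 1 age. Among them 157 sites were aged-only and 357 were young-only, together 514 or 1.10% of the sites considered. The young-only sites made up 69.5% of the age-specific sites (95% Wilson interval 65.3% to 73.3%). If the 4415 sites found in exactly 4 libraries were spread evenly over the 70 ways to choose 4 of 8 libraries, 63.1 would fall in each direction. Under the other 34 splits of the libraries, between 68 and 181 sites were found in all libraries of a side and none of the other, with a median of 109.5. The counts depended on the rule. Where a peak in at least 1 library of both mice was enough, 1576 sites were aged-only and 2662 young-only. In lists of equal size, 235 sites were aged-only and 283 young-only, a young-only share of 54.6%.

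**Figure D3:**
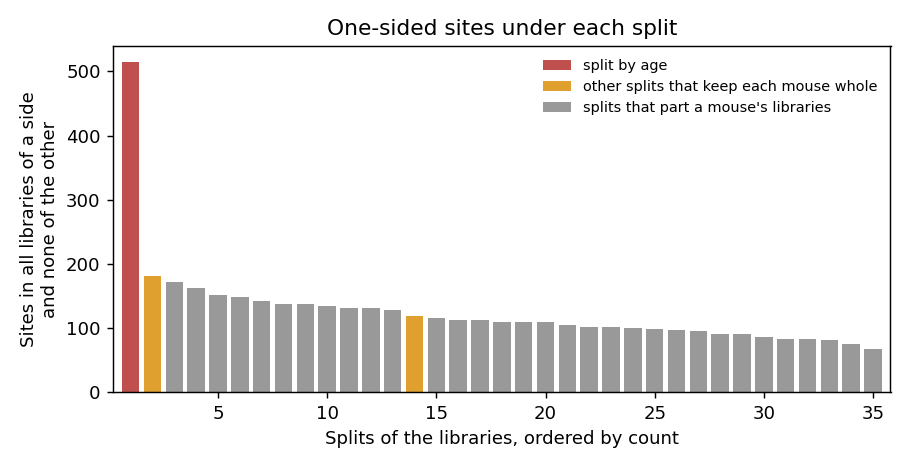
Number of sites found in all 4 libraries of a side and none of the other for each of the 35 splits of the 8 libraries, ordered by count. The split by age has 514 such sites, and the highest other count is 181, in a split that keeps each mouse whole.

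Age-specific sites were mostly weak peaks of their lists. The median of the lowest within-list fold percentile was 14.2 for aged-only sites, 14.5 for young-only sites and 13.9 for sites found in 4 libraries of other combinations, against 49.6 for sites found in all 8. A fold at or above the list median in all 4 libraries was held by 10 aged-only sites (6.37%) and 6 young-only sites (1.68%).

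The highest-ranked aged-only site lay on chromosome 13 from 101862248 to 101862817, in the coordinates of the lists, whose build is not stated. Its lowest percentile was 66.6, and the authors' fold was 6.87, 9.02, 9.02 and 8.16 in aged replicates 1 to 4. The next ones lay on chromosome 5 (10032196 to 10032620, lowest percentile 65.7), chromosome 18 (68605367 to 68605787, 60.4), chromosome 14 (88302202 to 88302731, 60.4) and chromosome 1 (26966814 to 26967458, 54.3). The highest-ranked young-only site lay on chromosome 14 from 79809036 to 79809620, with a lowest percentile of 74.5 and folds of 8.59, 8.16, 8.59 and 8.59 in young replicates 1 to 4. It was followed by a site on chromosome 1 (24619432 to 24620141, lowest percentile 73.4), whose fold was 13.7 and 12.5 in the libraries of one mouse and 8.16 and 7.73 in those of the other. The remaining named young-only sites lay on chromosome 14 (11970941 to 11971431, 70.4), chromosome 9 (77536787 to 77537289, 60.1) and chromosome 11 (64950718 to 64951130, 57.8). Their genes were not analysed here.

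The share of peaks on each chromosome was also compared, a comparison added after the lists had been seen. The ranges of the 4 young and 4 aged libraries were apart on 7 of 21 chromosomes. Chance gives 2.86% of chromosomes if libraries are independent, which technical libraries of a mouse are not. With mice as units the smallest permutation p is 0.333, so these 7 chromosomes are not shown to exceed chance. The shares of one list sum to a fixed total, so the chromosomes are not independent. The share was higher in aged libraries on chromosomes 2, 10, 13 and 15 and lower on chromosomes 18, 19 and X. The changes with the greatest size were on chromosome 18, from 3.22% ± 0.029 to 3.04% ± 0.041 (SD, n = 4 libraries of 2 mice), and on chromosome 19, from 3.27% ± 0.052 to 3.09% ± 0.028 (SD, n = 4 libraries of 2 mice). For these 2 chromosomes together the difference was -0.37 percentage points, with an exact permutation p of 0.333 over mice.

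**Figure D4:**
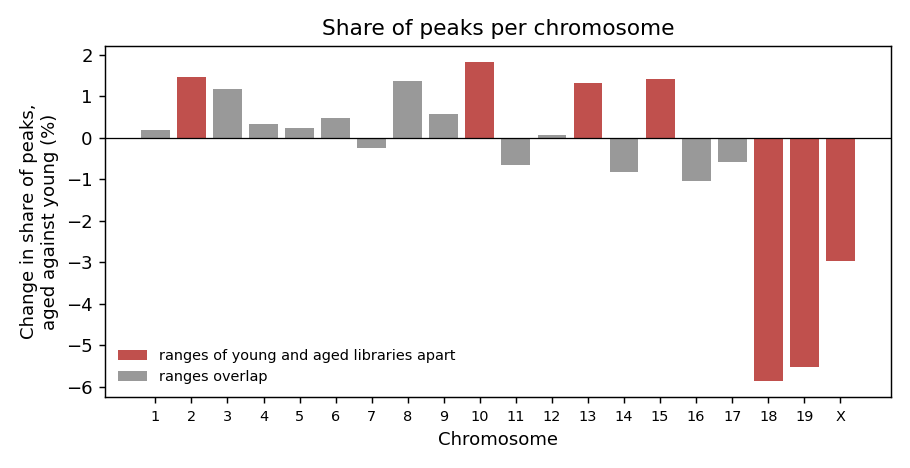
Change in the share of peaks on each chromosome in aged against young libraries, in percent of the mean young share; chromosome Y, with 49 to 62 peaks per library, is not drawn. Chromosomes 18 and 19 stand at -5.87% and -5.52%, and the 17 other autosomes lie between -1.04% and 1.83%.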

Values the study reported

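The study reported 146,684 unique sites with a peak in at least one of the ATAC-seq samples. Its methods give the young mice as 5 months old and the aged mice as 21 months old.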

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

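The settings with merging up to 1000 bp apart, with a fold at or above the list median, the young-only share, and those of the chromosome shares and of mean width in lists of equal size or above the stricter threshold were chosen after the results had been seen. Of 101 alternatives, 74 kept the direction and the side of the threshold of the reported value or stayed within the limit for a count. That limit was a factor of 1.5. With 4 mice no p-value of the exact permutation test can pass the threshold. Keeping the side of the threshold therefore says nothing of stability for the measures tested over mice.

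The difference in peaks per library kept its sign in all 12 alternatives, and ranged from -3733 to -1935 over the fits that each left out one library. Pairing the mice of the 2 ages by their number, as a replicate block, gave the same difference of -2834 peaks and an exact sign-flip p of 0.5, the smallest that 2 pairs allow. Libraries with the same number did not deviate together, with correlations across sites of 0.00041, 0.0035, -0.00063 and 0.006, so the numbers do not pair them. The difference in covered length kept its sign as well, and with libraries as replicates the same -2.52 Mb passed the threshold, since that test has more arrangements. The difference in Jaccard index between pairs within an age and between ages stayed above 0 in all 11 alternatives. It ranged from 0.00782 to 0.0182 over the fits without one library.

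The counts of age-specific sites moved more. Above the stricter fold threshold 65 sites were aged-only and 221 young-only. Under that threshold a site was one-sided also where the other age had a peak of lower fold, so these counts include crossings of the threshold. With a peak in at least 1 library of both mice there were 1576 and 2662, and with a fold at or above the list median 10 and 6. Leaving out one library gave 201 to 322 aged-only and 511 to 651 young-only sites. These lower counts come from filters that keep fewer peaks or sites, and these higher counts from rules under which fewer libraries have to hold or lack a peak. With all 4 libraries still required, counts moved both ways. Lists of equal size gave 235 aged-only and 283 young-only sites. Peaks covering at least 50% of a site gave 152 and 490. In each of the 7 settings in which it was counted, the split by age held more one-sided sites than the other splits that keep each mouse whole, by 2.65 to 3.2 times.

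The young-only share of 69.5% was 76.3% where peaks had to cover at least 50% of a site, 77.3% above the stricter threshold, 54.6% in lists of equal size and 62.8% with a peak in at least 1 library of both mice. It ranged from 65.2% to 76.3% over the fits without one library. Among the 16 sites with a fold at or above the list median it was reversed, at 37.5%. The fall in lists of equal size shows that the share depends on list length. It does not show why the young lists were longer. The cause was not tested for the others.

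The alternatives of the promoter shares, of the Hk2 promoter peak and of the named gene promoters were not run, because no annotation of the build of the lists was used here. The read totals of the libraries were not used here. The step of the fold values was nearly the same in all 8 lists. This argues against unequal depth behind the list lengths only if the folds are those of MACS2 and the fragment length was alike. The share of reads in peaks, which also sets list length, was not tested.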

Other observations

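Of the tests in this part, the counts under other splits, the strength of the age-specific sites, the count of sites with no neighbour and the corrected test of chromosomes 18 and 19 were chosen after the result had been seen. These 2 chromosomes and the site on chromosome 1 were picked from the same data. In 16 comparisons of a measure within an age, no library lay far from the other 3 by Dixon's test.

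The union of the lists held 82508 sites. That is lower than the number quoted from the study above. The methods of the study name HOMER for calling these peaks, while the deposited lists are named after MACS2 and are not on the build given there, so both numbers need not come from the same calls.

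The split by age gave more one-sided sites than any other split. Of the 35 splits of the libraries, 1 gave as many, the real one. Technical libraries of a mouse are not independent, and of the 3 splits that keep each mouse whole, 1 gave as many, so with 4 mice age cannot be told apart from differences between single animals. Merging peaks up to 1000 bp apart left 82.7% of the 514 sites one-sided, which argues against neighbouring peaks being split differently as the main reason. Of the 514 sites, 39 lay within 100 kb of another site of their class, more than in most of 1000 random draws (median 23, one-sided permutation p = 0.011), so a few deleted or duplicated regions may contribute. The other 475 sites had no such neighbour, so regions that hold several of these sites close together do not explain them. Regions that hold a single such site stay open. The methods of the study give the young mice as one C57BL/6 substrain (N) and the aged mice as another (J), while the labels name no substrain. A difference in substrain would part the libraries exactly as age does, and neither was tested apart from the other.

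Noise in calls near the peak threshold would fall alike on every split of the libraries if their lists were equally long. The young lists were longer on average, so it need not do so here. In lists of equal size the split by age held 518 one-sided sites. The other splits that keep each mouse whole held at most 171. In the full lists the highest count of another split was 35.2% of that by age. Both comparisons argue against such noise for the larger part of the 514 sites. It stays open for a smaller part, and weak folds do not tell which sites these are. In all, 3.11% of the age-specific sites held a fold at or above the list median in all 4 libraries, and their median lowest percentile was 14.5 against 13.9 for sites in other sets of 4 libraries (one-sided permutation p of the ranks = 1e-05, the smallest that 100000 permutations can give, across sites that are not independent). The strong sites numbered 16 of 514, against 4 of 3901 (0.103%) for the other sets of 4 libraries, with a one-sided Fisher's exact p of 2.85e-12.

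The excess of young-only sites could come largely from the longer lists of the young libraries. In lists of equal size the young-only share was 54.6% (95% Wilson interval 50.3% to 58.9%). Over 20 random ways to break ties at the limit, the interval lay above 50% in 19 and reached it in 1, where its lower bound was 49.9%. The interval treats sites as independent, so a small excess that list length does not account for stays open. Lists of equal size cannot tell a technical cause of the longer young lists from a loss of sites with age, since cutting the lists removes both.

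The lower share of peaks on chromosomes 18 and 19 in aged libraries was weighed against 5 explanations. Counting error was tested on sites held by all libraries of an age, 6.07% of which lay on these chromosomes in aged and 6.44% in young libraries (chi-square p = 0.0272). Of the sites held by all libraries of one age and not of the other, 146 of 3007 (4.86%) in aged and 513 of 6387 (8.03%) in young libraries lay there, with a p of 3.92e-06 after correction for 210 pairs of chromosomes. The first p is uncorrected and decides nothing, since the chromosomes were picked from the same data. In addition, the 37504 sites with a peak in all 8 libraries are counted on both sides of that test. The second exceeds counting error, but treats sites as independent. In lists of equal size the ranges stayed apart on both chromosomes (2 of 2), which argues against list length. Across the 19 autosomes the change in share had a Pearson r of -0.113 with GC content (permutation p = 0.642; Spearman rho -0.123, permutation p = 0.614), and chromosomes are not independent replicates. Without chromosomes 18 and 19 the r was -0.203 (permutation p = 0.433), and the line through the other autosomes gives changes of 0.531% and 0.257% for them, against the -5.87% and -5.52% measured, which argues against a trend with GC content. The loss was spread along the chromosomes, with a lower mean share in 16 of 17 bins of 10 Mb, which argues against a few deleted regions.

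A lower copy number of chromosomes 18 and 19 in part of the cells of aged livers is a candidate explanation that these lists leave open. Sites found in all 8 libraries were ranked by fold among themselves in each library. In aged libraries they ranked lower by -1 percentile point on chromosome 18 and -0.933 on chromosome 19. The 17 other autosomes moved by -0.274 to 0.283 points. Shared sites of both chromosomes ranked lower in 15 of the 16 pairs of an aged and a young library, 1 short of what had been set for this explanation. On chromosome X shared sites moved the other way, by 1.51 points, although its share of peaks was lower. With 2 mice per age, a difference between single mice or between substrains could give the same pattern, and no read counts were used here.

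The second young-only site named, on chromosome 1 from 24619432 to 24620141, may hold reads from mitochondrial DNA. In GRCm38 the longest nuclear stretch that resembles the mitochondrial genome lies on chromosome 1 and spans 4654 bp at 99.94% identity. The position of that stretch on chromosome 1 was not read out, and the lists are on another build. Whether the site lies in that stretch was therefore not tested.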
